A study of Mus musculus with 12 samples. Its data were reported in "Identification of the Similarities and Differences of Molecular Networks Associated With Fear Memory Formation, Extinction, and Updating in the Amygdala" (2021).

How the data were processed

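Basolateral amygdala tissue of 12 mice aged 10 weeks was used, 3 in each of the groups control, F (fear conditioning), E (extinction) and RE (retrieval-extinction). Per the labels, total RNA was depleted of ribosomal RNA and made into directional libraries read as 150 bp paired ends. The study's methods name cutadapt for trimming, HISAT2 for alignment to mouse mm10 and cuffdiff for levels of mRNAs (per gene) and lncRNAs (per transcript), and STAR, DCC and circBase for circRNAs. The submitters' processing notes name CASAVA 1.8, BWA and a human build. The coordinates in the tables are mouse: of 21839 gene IDs shared with GENCODE M21, 21813 (99.88%) overlapped that gene's position on GRCm38, and positions are given in that build (mm10).

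For mRNA and lncRNA the authors deposited FPKM values, fragments per kilobase of transcript per 1000000 mapped fragments. Beside them the deposited tables hold an estimated count per library, already scaled by a library factor, since the ratio of FPKM to this value was nearly constant over libraries (median SD 0.0454 on the log2 scale). Fragments were recovered by dividing by the value of 1 fragment, after which 94.77 to 95.69% of values were whole within 0.05. For circRNA the deposited table holds a raw count of back-splice junction reads per library and log2 CPM values that the authors computed with edgeR, and only the former was used. MicroRNA was not analysed here. In all, 22564 genes, 31549 lncRNA transcripts (6746 of them shorter than 200 nt) and 13957 circRNAs had values. Of the circRNAs, 78.1% were exonic, they came from 4528 host genes, and 10716 had under 10 junction reads over all libraries.

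All choices below were made before the data were examined unless stated otherwise. Levels of mRNA and lncRNA were analysed as log2(FPKM + 0.1) with limma 3.58.1 (empirical Bayes moderated test with a mean trend) in R 4.3.3, with all 12 libraries in 1 fit and 6 contrasts among the 4 groups. The mRNA fit held 13517 genes with a mean of at least 0.5 FPKM over all libraries, and the lncRNA fit 9408 transcripts with a mean of at least 0.1. Junction reads were analysed with edgeR 4.0.16 (quasi-likelihood test, TMM factors) for the 3241 circRNAs with at least 10 reads over all libraries. The definition of library size for this test was not fixed beforehand. Both definitions were run, and the one that called fewer circRNAs, the reads of the circRNAs tested, was kept. All p-values are two-sided, and Benjamini-Hochberg adjustment was made within each contrast and class. A feature passed at an adjusted p under 0.05. Counts at the study's thresholds use an unadjusted p under 0.05 and a log2 fold change of at least 1 in size. Values are means with SD, and fold changes are given on the log2 scale with SE.

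Lists of genes, 38 in number, were fixed for cell types, brain regions, activity, hormones and receptors, and included lists the study itself picked from these samples. Of these, 37 with at least 4 members measured were tested as sets with camera in limma at a preset correlation of 0.01, and again with an estimated correlation, with adjustment over the lists. Genes named in the text had an adjusted p under 0.05, a mean of at least 1 FPKM (0.5 for lncRNA, 5 junction reads for circRNA) in either group and no overlap between groups, with the 10 largest rises and falls for mRNA and the 4 largest for the others. Places left were filled, by the smallest p, with features that met the study's thresholds alone. The study's hub genes were added, except 1 not reported singly here, with up to 4 members per list past the test, or up to 3 of the highest level where none passed.

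Alternatives changed 1 choice at a time: a pseudocount of 1, no filter, a minimum of 1 FPKM, a shift to a common median, quantile normalization, a fit of 2 groups alone, the replicate number as a block, robust empirical Bayes, an estimated correlation, RLE factors, DESeq2 1.42.0, a minimum of 30 junction reads, and each library left out in turn. Added after the data were seen were a term for the 4 libraries that stood apart (library kind), the other 8 libraries alone, edgeR on recovered fragments, lncRNAs of at least 200 nt, library sizes from all junction reads and the newer quasi-likelihood fit of edgeR. Overlaps of comparisons that share controls were set beside 1000 simulations of unchanged groups, or 100 for circRNA. Each test was run on simulated data with 200 changed features. In the simulation of RE against E, limma recovered 23.9% of mRNAs changed by 1.5-fold, 71.6% by 2-fold and 92.4% by 4-fold with 6 false calls. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 read the tables and drew the plots. Where an antisense or overlapping gene shares sequence with another, the values of both are uncertain, and 162 gene IDs had a symbol found at more than 1 gene.

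Depth was 7653950 (E 1) to 23167404 (control 1) mRNA fragments and 7324 to 23446 junction reads per library. Intervals on shares of junction reads are exact (Clopper-Pearson) 95% intervals and cover counting error only.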

Results

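RNA was measured in the basolateral amygdala, a brain region required for learned fear, of mice in 4 groups with 3 animals in each. Fear conditioned mice (F) learned to link a tone with foot shock. Extinction mice (E) were conditioned and then heard the tone repeatedly without shock. Retrieval-extinction mice (RE) received a brief reminder of the tone before extinction, a schedule meant to update the memory. Control mice went through the conditioning session without shock and were sampled with the F mice, whereas E and RE mice were sampled after their last extinction session, so that training day and treatment are not separable in comparisons of E or RE with control or F. Messenger RNAs, long noncoding RNAs (lncRNAs) and circular RNAs (circRNAs, closed loops recognised by reads across a back-splice junction) were quantified from the same 12 libraries. Messenger RNA depth ran from 7653950 fragments in E 1 to 23167404 in control 1. Junction reads ran from 7324 in E 1 to 23446 in control 1, and the median circRNA had 3 of them over all 12 libraries together.

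The largest difference between lncRNA profiles did not follow training. Control 2, E 2, F 1 and RE 4, 1 library from each group, lay between 46.4 and 68.1 on the first principal component of the lncRNA values, and the other 8 lay between -31 and -21.4. This component held 18.4% of the variance. Between these 4 and the other 8, 3000 of 13517 tested mRNAs differed (2445 higher and 555 lower in the 4), as did 141 lncRNA transcripts. Markers of striatal medium spiny neurons were lower in the 4 libraries (median log2 difference -0.88, adjusted p = 3.02e-15). So were mitochondrially encoded genes (-1.29, adjusted p = 1.81e-05) and markers of meningeal and vascular fibroblasts (-0.17, 0.0156). The mitochondrial list was uneven, as its member mt-Co1 was lowest in some of the other 8. Hypothalamic markers (0.98, adjusted p = 0.0156) and cholesterol synthesis genes (0.27, 0.00622) were higher in the 4. Smaller shifts were found for host genes of abundant brain circRNAs (-0.07, adjusted p = 0.000978) and the myelin genes picked by the study (-0.14, 0.0484). The neuroactive ligand receptors picked by the study had a larger one (1.12, adjusted p = 0.0159). Immediate early, glucocorticoid-induced, endothelial, pericyte and pyramidal neuron lists did not pass. The labels give no batch. Leaving out 1 library unbalances the 4 and the 8 between groups. The split came from these values, so its p-values are not independent.

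Fear conditioning against control asks which RNAs accompany the forming of the memory. Immediate early genes, which neurons transcribe within minutes of activity, were higher after conditioning in 34 of 38 members (median log2 fold change 0.61). Arc, a regulator of synaptic receptor trafficking, was at 53.5 ± 5.00 FPKM (SD, n = 3) in F and 25.9 ± 11.7 in control, and Fosb, a transcription factor of the Fos family (ENSMUSG00000003545, chromosome 7, 19302721 to 19310045, mm10), was at 6.49 ± 1.10 and 3.10 ± 0.797 FPKM. Myelin genes were lower, with 38 of 39 genes in the general list below control (median -0.47). Opalin, a protein of oligodendrocyte membranes, was at 3.37 ± 0.339 FPKM in F and 6.39 ± 0.987 in control, and Mbp, the major myelin basic protein, at 409 ± 68.0 and 648 ± 64.9. None of these single genes passed the adjusted test, with log2 fold changes and adjusted p of 1.14 ± 0.30 (SE) and 0.313 for Arc, 1.06 ± 0.21 and 0.214 for Fosb, -0.90 ± 0.24 and 0.337 for Opalin, and -0.67 ± 0.27 and 0.619 for Mbp.

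As sets, with camera, the immediate early genes (adjusted p = 2.11e-15) and the myelin genes (adjusted p = 4.66e-19) passed, and neither did when the correlation among members was estimated (adjusted p = 0.126 and adjusted p = 0.129 with an estimated correlation). Adjusted over the list alone, 12 immediate early genes were higher and 4 myelin genes lower. All 9 myelin genes picked by the study were lower (median -0.52, adjusted p = 1.63e-07, adjusted p = 0.209 with an estimated correlation), a list chosen on these samples and therefore not independent evidence of its direction. Markers of excitatory pyramidal neurons were higher in 15 of 16 members (median 0.41, adjusted p = 4.74e-10, adjusted p = 0.108 with an estimated correlation), among them Camk2a, a kinase of excitatory synapses, at 662 ± 37.7 and 558 ± 33.7 FPKM. Delayed activity genes (23 of 25 higher, median 0.29, adjusted p = 5.89e-08), glucocorticoid-induced genes (15 of 22, 0.47, 1.18e-08), circadian clock genes (16 of 17, 0.24, 7.42e-06) and endothelial markers (19 of 22, 0.31, 1.57e-06) were also higher, with an adjusted p of 0.083, 0.108, 0.126 and 0.126 with an estimated correlation. Sgk1, a kinase induced by glucocorticoids, was at 54.5 ± 7.46 FPKM in F and 29.7 ± 6.39 in control. Microglia markers were lower in 21 of 22 members (median -0.18, adjusted p = 4.89e-05, adjusted p = 0.126 with an estimated correlation). In all, 20 of the 37 lists were called. With limma, 0 mRNAs passed the adjusted test and 957 had an unadjusted p under 0.05, and edgeR on recovered fragments called 1. At the study's thresholds 49 mRNAs were higher and 49 lower. They included Cd34, a glycoprotein of blood vessels and progenitor cells (1.13 ± 0.16, adjusted p = 0.185), Hif3a, a hypoxia-inducible factor (1.62 ± 0.29, adjusted p = 0.214), Adra1d, an adrenergic receptor (2.08 ± 0.43, adjusted p = 0.214) and Lhx8, a homeodomain factor of cholinergic neurons (-1.88). Groups did not overlap for 12.5% of the tested mRNAs, where chance gives 10%. Without F 2, 1 mRNA passed.

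Of the other lists called in F against control, central amygdala markers were lower in 15 of 19 members (median -0.35, adjusted p = 0.00135, adjusted p = 0.103 with an estimated correlation), oligodendrocyte precursor markers in 13 of 16 (-0.19, adjusted p = 0.00112, adjusted p = 0.209 with an estimated correlation) and histone genes in 12 of 15 (-0.22, adjusted p = 0.00269, adjusted p = 0.237 with an estimated correlation). Heat shock genes were higher in 17 of 20 (0.20, adjusted p = 0.000593, adjusted p = 0.33 with an estimated correlation), as were basolateral amygdala markers in 12 of 15 (0.28, adjusted p = 0.000791, adjusted p = 0.209 with an estimated correlation), the latter not in the 8 libraries alone (0.35, adjusted p = 0.0711). Astrocyte markers were lower in 20 of 21 (-0.15, adjusted p = 0.000593, adjusted p = 0.39 with an estimated correlation). This call was lost without control 2 (-0.022, adjusted p = 0.149). Hypothalamic markers were lower in 16 of 17 (-0.40, adjusted p = 0.000748, adjusted p = 0.511 with an estimated correlation). The call was lost without control 2 (0.13, adjusted p = 0.33) or F 3 (-0.18, adjusted p = 0.159). Striatal markers were lower in 21 of 22 (-0.37, adjusted p = 0.00183, adjusted p = 0.669 with an estimated correlation). This call ended without control 1 (0.13, adjusted p = 0.615), control 3 (-0.25, adjusted p = 0.0581) or F 1 (0.028, adjusted p = 0.747). In the 4 libraries that stood apart hypothalamic markers were higher and striatal markers and the myelin genes picked by the study lower. GABAergic neuron markers were lower in 13 of 18 (-0.13, adjusted p = 0.0232, adjusted p = 0.126 with an estimated correlation). That call ended without control 1 (-0.17, adjusted p = 0.0886) or F 1 (-0.16, 0.112) and in the 8 libraries alone (-0.15, 0.0711). Hippocampal markers (-0.26, adjusted p = 0.0397, adjusted p = 0.472 with an estimated correlation) were lower as well. This call was lost without control 2 (-0.027, adjusted p = 0.33), F 2 (-0.24, 0.0941) or F 3 (-0.06, 0.416) and with the median shift (-0.27, 0.0623). Choroid plexus markers were lower (-0.36, adjusted p = 0.0445, adjusted p = 0.511 with an estimated correlation). This was lost without control 2 (-0.057, adjusted p = 0.61), F 2 (-0.21, 0.0752) or F 3 (-0.093, 0.246). It was also lost with the median shift (-0.37, 0.0525), with replicate number as a block (-0.36, 0.0517) and in the 8 libraries alone (-0.18, 0.136).

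Extinction against control asks which RNAs accompany the learning that the tone is safe. Vascular markers were higher in E. Endothelial markers were above control in 21 of 22 members (median log2 fold change 0.69) and markers of pericytes and smooth muscle, the contractile cells of vessel walls, in 13 of 14 (0.40). Rgs5, a pericyte regulator of G-protein signalling, was at 25 ± 1.49 FPKM (SD, n = 3) in E and 13.8 ± 1.67 in control, Ly6c1, an endothelial surface antigen, at 19.7 ± 3.27 and 11.2 ± 1.87, and Eltd1, an adhesion receptor of endothelium, at 7.26 ± 1.71 and 2.74 ± 0.707. Sgk1 was at 74.3 ± 10.3 FPKM against 29.7 ± 6.39 in control (1.33 ± 0.19 SE, adjusted p = 0.0506), and the pituitary hormone gene Prl at 3.31 ± 2.34 against 0.0720 ± 0.0868 (4.21 ± 0.58, adjusted p = 0.0506).

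The endothelial (adjusted p = 8.48e-16) and pericyte (adjusted p = 1.27e-06) lists were the 2 called in any of the 6 comparisons with an estimated correlation as well (adjusted p = 0.0364 for both). Adjusted over the list alone, 11 endothelial and 5 pericyte genes were higher. Glucocorticoid-induced genes were higher in 19 of 22 members (median 0.41, adjusted p = 1.53e-08, adjusted p = 0.136 with an estimated correlation). Immediate early genes (median -0.03, 17 higher and 21 lower, adjusted p = 0.772) and the general myelin list (0.12, adjusted p = 0.399) did not differ from control by this test. Meningeal and striatal markers were higher (0.66, adjusted p = 2.70e-05 and 0.65, adjusted p = 9.56e-05), with an adjusted p of 0.766 for both with an estimated correlation, and both lists were also lower in the 4 libraries that stood apart. Without control 2, which is 1 of these 4, their medians were 0.10 (adjusted p = 0.997) and 0.02 (adjusted p = 0.587), and in the other 8 libraries alone 0.19 (adjusted p = 0.48) and -0.041 (adjusted p = 0.696). With limma, 0 mRNAs passed the adjusted test and 693 had an unadjusted p under 0.05, and edgeR on recovered fragments called 5. Of the mRNAs, 61 were higher and 15 lower at the study's thresholds (54 and 37 with quantile normalization), among them Hif3a (1.82 ± 0.29, adjusted p = 0.0696), Ptrf, a coat protein of caveolae (1.03 ± 0.15, adjusted p = 0.0526) and Coro2a, an actin-binding protein (-1.02, adjusted p = 0.596). Groups did not overlap for 10.5% of the tested mRNAs, where chance gives 10%. Without E 3, 2 mRNAs passed.

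Basolateral amygdala markers were lower in E than in control in 10 of 15 members (median -0.25, adjusted p = 0.00141, adjusted p = 0.659 with an estimated correlation). Pyramidal neuron markers were lower in 13 of 16 (-0.13, adjusted p = 0.00729, adjusted p = 0.746 with an estimated correlation). The call was lost without control 1 (-0.16, adjusted p = 0.125), control 3 (-0.11, adjusted p = 0.354) or E 1 (-0.051, adjusted p = 0.147). Heat shock genes were higher in 17 of 20 (0.12, adjusted p = 0.0155, adjusted p = 0.766 with an estimated correlation). This call ended without control 2 (0.14, adjusted p = 0.0896) or E 3 (0.091, adjusted p = 0.151). The hub genes picked by the study were higher in 10 of 10 (0.36, adjusted p = 0.00141, adjusted p = 0.695 with an estimated correlation). The neuroactive receptors picked by the study were lower in 11 of 11 (-0.41, adjusted p = 0.0156, adjusted p = 0.766 with an estimated correlation). Both were chosen on these samples and are not independent evidence, and the receptors were higher in the 4 libraries that stood apart. Their call was lost without control 2 (0.30, adjusted p = 0.652), E 2 (-0.30, adjusted p = 0.167) or E 3 (-0.39, adjusted p = 0.0779), with the median shift (-0.44, adjusted p = 0.0501) and in the 8 libraries alone (0.36, adjusted p = 0.777). In all, 10 of the 37 lists were called.

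**Figure D1:**
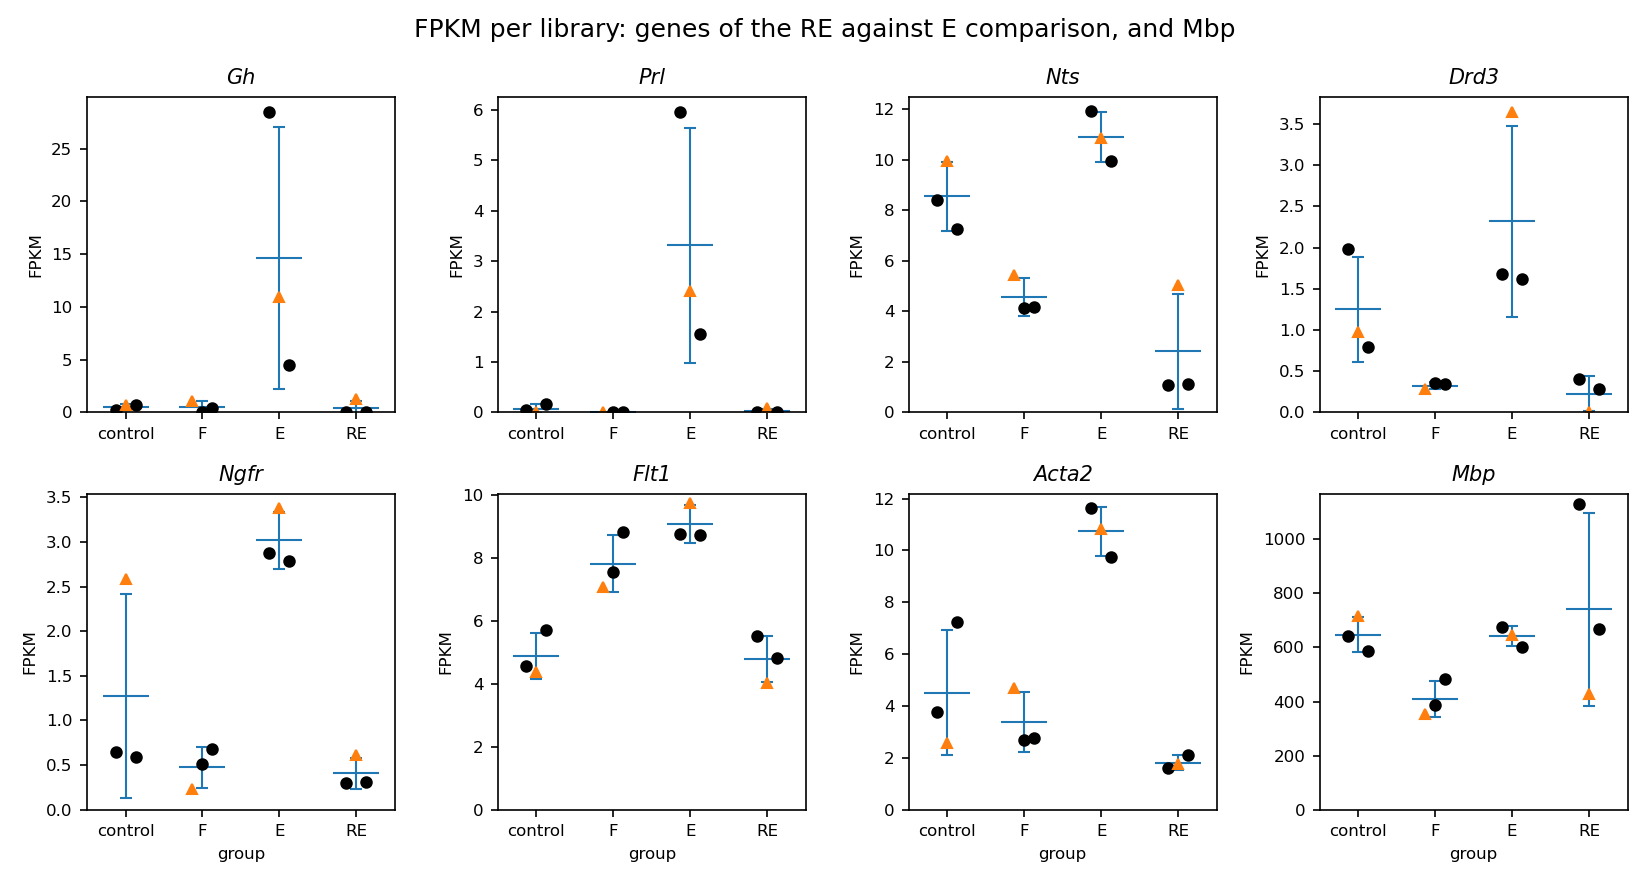
Levels (FPKM, from 0) of 8 mRNAs in the 12 libraries by group, with black circles for 8 libraries, orange triangles for control 2, E 2, F 1 and RE 4, and blue bars for mean and SD (n = 3). Gh and Prl had their highest values in the 3 E libraries, Nts, Drd3, Ngfr, Flt1 and Acta2 were lower in RE than in E, and Mbp had its lowest mean in F.

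Retrieval-extinction against control asks what accompanies the updating schedule. All 9 mRNAs that passed the adjusted test were higher in RE. Cd34 (ENSMUSG00000016494, chromosome 1, 194938821 to 195038908) rose from 4.31 ± 0.257 to 13.0 ± 1.37 FPKM (SD, n = 3). Genes that glucocorticoid hormone induces were among them. Sgk1 (ENSMUSG00000019970, chromosome 10, 21882184 to 21999903) rose from 29.7 ± 6.39 to 83.4 ± 18.6 FPKM, Zbtb16, a zinc finger repressor (ENSMUSG00000066687, chromosome 9, 48654311 to 48835945), from 4.84 ± 1.31 to 16.3 ± 1.04, and Tsc22d3, the leucine zipper protein GILZ (ENSMUSG00000031431, chromosome X, 140539528 to 140600659), from 15.8 ± 2.61 to 29.2 ± 1.86. Hif3a (ENSMUSG00000004328, chromosome 7, 17031507 to 17062427) rose from 1.19 ± 0.171 to 5.07 ± 1.05 FPKM, and Cpne9, a calcium-dependent membrane-binding protein, from 4.60 ± 1.07 to 20.6 ± 1.69.

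The log2 fold changes were 1.56 ± 0.16 (SE, adjusted p = 0.00684) for Cd34, 1.49 ± 0.19 (adjusted p = 0.0159) for Sgk1, 1.76 ± 0.24 (adjusted p = 0.0291) for Zbtb16, 0.90 ± 0.13 (adjusted p = 0.033) for Tsc22d3, 2.00 ± 0.29 (adjusted p = 0.033) for Hif3a and 2.16 ± 0.33 (adjusted p = 0.0399) for Cpne9. Osbpl1a, an oxysterol-binding protein (0.94 ± 0.11, adjusted p = 0.00767), Rassf3, a Ras-association protein (1.33 ± 0.17, adjusted p = 0.0159) and Fhod3, an actin-organising formin (1.07 ± 0.16, adjusted p = 0.0399) completed the 9. At the study's thresholds 79 mRNAs were higher and 113 lower (103 and 90 with quantile normalization), including Plin4, a lipid droplet protein (2.40 ± 0.40, adjusted p = 0.0537), Sncg, the gamma member of the synucleins (-1.41, adjusted p = 0.0537) and Nts, the precursor of neurotensin (-2.13, adjusted p = 0.093).

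Of the glucocorticoid-induced genes, 21 of 22 were higher (median 0.45, adjusted p = 8.73e-14, adjusted p = 0.104 with an estimated correlation), 3 past the test over all genes and 12 adjusted over the list alone. Circadian clock genes were higher in 15 of 17 members (0.32, adjusted p = 3.78e-09, adjusted p = 0.106 with an estimated correlation), among them Dbp, a clock-controlled transcription factor, at 59.0 ± 9.66 FPKM in RE and 32.6 ± 10.3 in control. Pyramidal neuron markers were higher in 14 of 16 (0.28, adjusted p = 1.02e-05, adjusted p = 0.362 with an estimated correlation). All 17 hypothalamic markers were lower (-1.18, adjusted p = 5.71e-09), as were all 11 neuroactive ligand receptors picked by the study (-1.08, adjusted p = 7.53e-06), both with an adjusted p of 0.427 with an estimated correlation. The receptor list was chosen on these samples and is not independent evidence, and both lists were higher in the 4 libraries that stood apart. Nnat, an imprinted membrane protein abundant in hypothalamus, was at 54.9 ± 11.1 FPKM in RE and 126 ± 33.9 in control. Markers of the basolateral amygdala were higher (0.42, adjusted p = 0.0459, adjusted p = 0.545 with an estimated correlation), a call that was lost without control 1 (0.23, adjusted p = 0.0646), control 2 (0.27, adjusted p = 0.12), RE 4 (0.29, adjusted p = 0.0636) or RE 5 (0.39, adjusted p = 0.184), with the median shift (0.44, adjusted p = 0.0803), with library kind as a term (0.42, adjusted p = 0.079) and in the 8 libraries alone (0.14, adjusted p = 0.132). Immediate early genes (median 0.00, mean -0.11, adjusted p = 0.766), endothelial markers (-0.04, adjusted p = 0.931) and the general myelin list (0.02, adjusted p = 0.846) were not called. In all, 16 of the 37 lists were called.

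Of the other lists called in RE against control, central amygdala markers were lower in 14 of 19 members (median -0.37, adjusted p = 0.00645, adjusted p = 0.106 with an estimated correlation). That call ended without control 1 (-0.36, adjusted p = 0.091). Meningeal markers were lower in 22 of 24 (-0.45, adjusted p = 0.0029, adjusted p = 0.655 with an estimated correlation). This call was lost without control 1 (-0.066, adjusted p = 0.577) or control 3 (-0.24, adjusted p = 0.0892). Hippocampal markers were lower in 11 of 14 (-0.48, adjusted p = 0.00645, adjusted p = 0.427 with an estimated correlation). The call was lost without control 2 (-0.079, adjusted p = 0.0854). Extracellular matrix genes were lower in 17 of 24 (-0.35, adjusted p = 0.00645, adjusted p = 0.427 with an estimated correlation). This call ended without RE 4 (-0.39, adjusted p = 0.0806). Oligodendrocyte precursor markers were lower in 13 of 16 (-0.16, adjusted p = 0.01, adjusted p = 0.427 with an estimated correlation). That call ended without control 2 (-0.11, adjusted p = 0.0681) or RE 4 (-0.23, adjusted p = 0.111) and in the 8 libraries alone (-0.14, adjusted p = 0.154). Choroid plexus markers were lower in 9 of 10 (-0.77, adjusted p = 0.0328, adjusted p = 0.545 with an estimated correlation). This call was lost without control 2 (-0.16, adjusted p = 0.348) or RE 4 (-0.43, adjusted p = 0.233) and in the 8 libraries alone (-0.15, adjusted p = 0.856). Striatal markers were higher in 17 of 22 (0.61, adjusted p = 0.01, adjusted p = 0.66 with an estimated correlation). The call was lost without control 2 (-0.063, adjusted p = 0.147), RE 3 (0.28, adjusted p = 0.662) or RE 5 (0.46, adjusted p = 0.143). Cholesterol synthesis genes were lower in 19 of 20 (-0.17, adjusted p = 0.0328, adjusted p = 0.66 with an estimated correlation). This call ended without control 2 (-0.13, adjusted p = 0.0596), control 3 (-0.16, adjusted p = 0.0932), RE 3 (-0.013, adjusted p = 0.932) or RE 5 (-0.15, adjusted p = 0.0992). Circular RNA host genes were higher in 25 of 35 (0.054, adjusted p = 0.0328, adjusted p = 0.427 with an estimated correlation). That call ended without control 2 (0.063, adjusted p = 0.376), RE 3 (0.065, adjusted p = 0.128) or RE 5 (0.025, adjusted p = 0.197). The hub genes picked by the study, not independent evidence, were lower in 9 of 10 (-0.76, adjusted p = 0.00593, adjusted p = 0.427 with an estimated correlation). In the 4 libraries that stood apart meningeal, striatal and host gene lists were lower and cholesterol genes higher.

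The count of 9 fell to 4 without control 1, 1 without control 3, 5 without RE 3 and 2 without RE 5, and was 10 without control 2 and 9 without RE 4. Cd34 passed in each of these 6 fits, Osbpl1a in 5, Sgk1 in 4, Rassf3 in 3, Zbtb16, Tsc22d3 and Fhod3 in 1, and Hif3a and Cpne9 in 0. In the 8 libraries without the 4 that stood apart 3 mRNAs passed, and 0 of these were among the 9, whereas edgeR on recovered fragments called 119 and all 9 were among them. Falls were called too under other settings, with 78 higher and 41 lower for edgeR, 92 and 75 with library kind as a term and 14 and 4 with the median shift. Of the tested mRNAs, 12.7% had groups that did not overlap, where chance gives 10%.

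**Figure D2:**
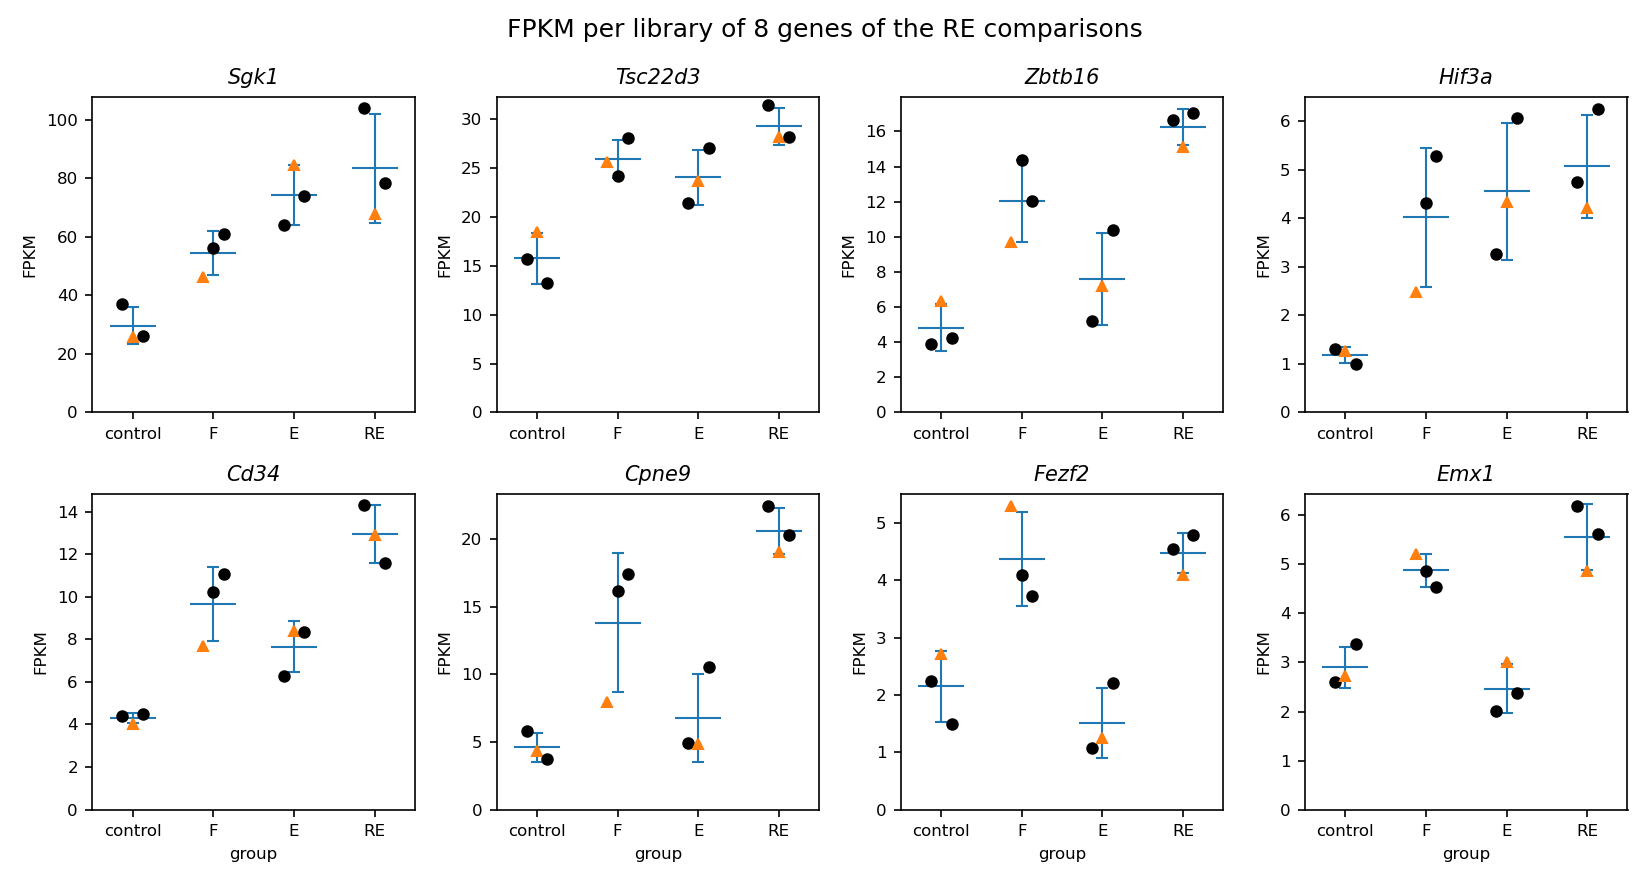
Levels (FPKM, from 0) of 8 mRNAs in the 12 libraries by group, with black circles for 8 libraries, orange triangles for control 2, E 2, F 1 and RE 4, and blue bars for mean and SD (n = 3). Sgk1, Tsc22d3, Zbtb16, Hif3a, Cd34 and Cpne9 were higher in every RE library than in every control library, and Fezf2 and Emx1 higher in every RE library than in every E library.

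Retrieval-extinction against extinction compares updating with extinction alone and held the largest number of changed mRNAs, 26 higher and 57 lower in RE. Acta2, smooth muscle actin (ENSMUSG00000035783, within the listed span of chromosome 19, 34008254 to 34481546), fell to 1.82 ± 0.276 FPKM (SD, n = 3) in RE from 10.7 ± 0.955 in E, and Flt1, a receptor for vascular endothelial growth factor, to 4.78 ± 0.745 from 9.08 ± 0.590. The transcription factors of cortical excitatory neurons Fezf2 and Emx1 were higher in RE. Fezf2 (ENSMUSG00000021743, chromosome 14, 12341892 to 12345865) was at 4.47 ± 0.355 FPKM in RE and 1.51 ± 0.609 in E, and Emx1 (ENSMUSG00000033726, chromosome 6, 85187438 to 85204462) at 5.56 ± 0.668 and 2.46 ± 0.50. Gad2, which makes the inhibitory transmitter GABA, fell from 78.4 ± 5.70 FPKM in E to 43.6 ± 3.42 in RE.

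Among mRNAs past the test, the largest falls were in the pituitary hormone genes Gh, growth hormone (ENSMUSG00000020713, chromosome 11, 106300271 to 106301865; -5.58 ± 1.10 SE, adjusted p = 0.0457), and Prl, prolactin (ENSMUSG00000021342, chromosome 13, 27057570 to 27065204; -4.59 ± 0.58, adjusted p = 0.0132). Gh stood at 28.5, 10.9 and 4.53 FPKM in the 3 E libraries. Drd3, a dopamine receptor (-3.07 ± 0.57, adjusted p = 0.0413), Ngfr, the low-affinity neurotrophin receptor (-2.67, adjusted p = 0.0422), Nts (-2.48 ± 0.43, adjusted p = 0.0361) and Gbx1, a homeodomain factor (-2.23), also fell. Sncg (ENSMUSG00000023064, chromosome 14, 34370274 to 34374789) fell from 5.47 ± 0.909 to 0.853 ± 0.152 FPKM (-2.55 ± 0.24, adjusted p = 0.00317). The rises were led by Myl4, an embryonic myosin light chain (2.76 ± 0.40, adjusted p = 0.0345), Hkdc1, a hexokinase (2.7, adjusted p = 0.0361), Ovol2, a zinc finger factor of epithelia (2.69, adjusted p = 0.04), Cpne9 (1.69, adjusted p = 0.0438) and Igfbp4, a binding protein of insulin-like growth factors (1.31). The log2 fold changes were 1.57 ± 0.27 (adjusted p = 0.0361) for Fezf2, 1.15 ± 0.17 (adjusted p = 0.0361) for Emx1 and -0.84 ± 0.10 (adjusted p = 0.0125) for Gad2.

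Endothelial markers were lower in 21 of 22 members (median -0.69, adjusted p = 3.26e-11, adjusted p = 0.0643 with an estimated correlation), with Pecam1 (-1.26 ± 0.24), Eltd1 (-1.16 ± 0.21), Abcb1a, an efflux pump of the blood-brain barrier (-0.96 ± 0.14) and Flt1 (-0.92 ± 0.15) past the test and 13 genes adjusted over the list alone. Pericyte and smooth muscle markers were lower in 11 of 14 (-0.45, adjusted p = 1.62e-05, adjusted p = 0.0643 with an estimated correlation), with Acta2 (-2.51 ± 0.32), Myh11 (-2.07 ± 0.35) and Tagln (-2.07 ± 0.34), all of smooth muscle, past it. Meningeal and vascular fibroblast markers were lower in 23 of 24 (-1.08, adjusted p = 2.62e-10, adjusted p = 0.323 with an estimated correlation), with Col3a1, a fibrillar collagen (-1.93 ± 0.36), past the test, and this list was also lower in the 4 libraries that stood apart. Pyramidal neuron markers were higher in 14 of 16 (0.37, adjusted p = 1.59e-10, adjusted p = 0.0764 with an estimated correlation), with Emx1 and Neurod2 (0.72 ± 0.14), a neuronal differentiation factor, past the test. Basolateral amygdala markers were higher in 12 of 15 (0.35, adjusted p = 1.69e-06, adjusted p = 0.0914 with an estimated correlation), where Fezf2 and Dkk3 (1.09) rose and Otof, a calcium sensor of vesicle release, fell (-1.37 ± 0.27). Central amygdala markers were lower in 16 of 19 (-0.25, adjusted p = 0.000548, adjusted p = 0.0643 with an estimated correlation), with Nts past the test. Circadian clock genes were higher in 14 of 17 (0.30, adjusted p = 1.01e-07, adjusted p = 0.0914 with an estimated correlation). The hub genes picked by the study were lower in 9 of 10 (-1.16, adjusted p = 1.87e-07, adjusted p = 0.0914 with an estimated correlation). The study picked them on these samples, so the 9 lower and 1 higher adjusted over the list alone are not independent evidence. Nts and P2ry1, a purine receptor (-1.17 ± 0.22), passed over all genes, whereas the neuropeptide genes Oxt (-4.56 ± 1.39, adjusted p = 0.214) and Avp (-4.95 ± 1.48, adjusted p = 0.202) and the serotonin receptor Htr2c (-1.17 ± 0.33, adjusted p = 0.186) did not.

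Of the other lists called, hypothalamic markers (median -0.94, adjusted p = 6.28e-06), extracellular matrix genes (-0.54, 0.000116), heat shock genes (-0.22, 0.000275), cholesterol synthesis genes (-0.20, 0.0179) and choroid plexus markers (-0.63, 0.0339) were lower, and glucocorticoid-induced genes (0.13, 0.000693), circRNA host genes (0.03, 0.0168) and microglia markers (0.08, 0.0441) higher, with an adjusted p of 0.399, 0.259, 0.356, 0.632, 0.563, 0.309, 0.356 and 0.476 in turn with an estimated correlation. Hypothalamic, cholesterol and host gene lists also differed between the 4 libraries that stood apart and the other 8. The call on cholesterol genes was lost without E 2 (-0.12, adjusted p = 0.0979) or RE 3 (-0.02, adjusted p = 0.738), that on choroid plexus without E 2 (-0.40, adjusted p = 0.0574), E 3 (-0.61, adjusted p = 0.0788) or RE 4 (-0.67, adjusted p = 0.187) and in the 8 libraries alone (-0.45, adjusted p = 0.143), that on host genes without E 2 (0.04, adjusted p = 0.0803), RE 3 (0.02, adjusted p = 0.0822) or RE 5 (0.04, adjusted p = 0.11), and that on microglia without E 1 (0.05, adjusted p = 0.0931), E 3 (0.05, adjusted p = 0.177), RE 3 (0.11, adjusted p = 0.0573) or RE 4 (0.03, adjusted p = 0.129). Neuroactive receptors picked by the study, a list chosen on these samples and higher in the 4 libraries, were lower (-0.79, adjusted p = 0.0147, adjusted p = 0.592 with an estimated correlation), a call lost without E 1 (-0.70, adjusted p = 0.0825) or RE 3 (-0.47, adjusted p = 0.103), and thalamic markers too (-0.43, adjusted p = 0.0168, adjusted p = 0.0914 with an estimated correlation), lost without E 1 (-0.39, adjusted p = 0.0931) or RE 4 (-0.42, adjusted p = 0.0851). Immediate early genes (-0.08, adjusted p = 0.938), the general myelin list (-0.16, adjusted p = 0.541) and myelin genes picked by the study (-0.08, adjusted p = 0.833) were not called.

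The 83 genes became 1 without E 1, 1 without E 2, 6 without RE 3, 36 without RE 4 and 1 without RE 5, and 69 without E 3. Sncg passed in each of the 6 fits, Acta2, Prl, Myl4 and Emx1 in 2, Gh and Fezf2 in 1 and Drd3 in 0. With edgeR on recovered fragments 173 were called, 75 of them among the 83, with library kind as a term 208 including all 83, and in the 8 libraries alone 27, of which 12 were among the 83. The excess of falls depended on the setting. Higher and lower mRNAs numbered 27 and 26 with quantile normalization, 82 and 91 with edgeR on recovered fragments, 33 and 48 with the median shift and 43 and 26 without E 3. Of the tested mRNAs, 15.6% had groups that did not overlap, where chance gives 10%, and at the study's thresholds 77 were higher and 185 lower.

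**Figure D3:**
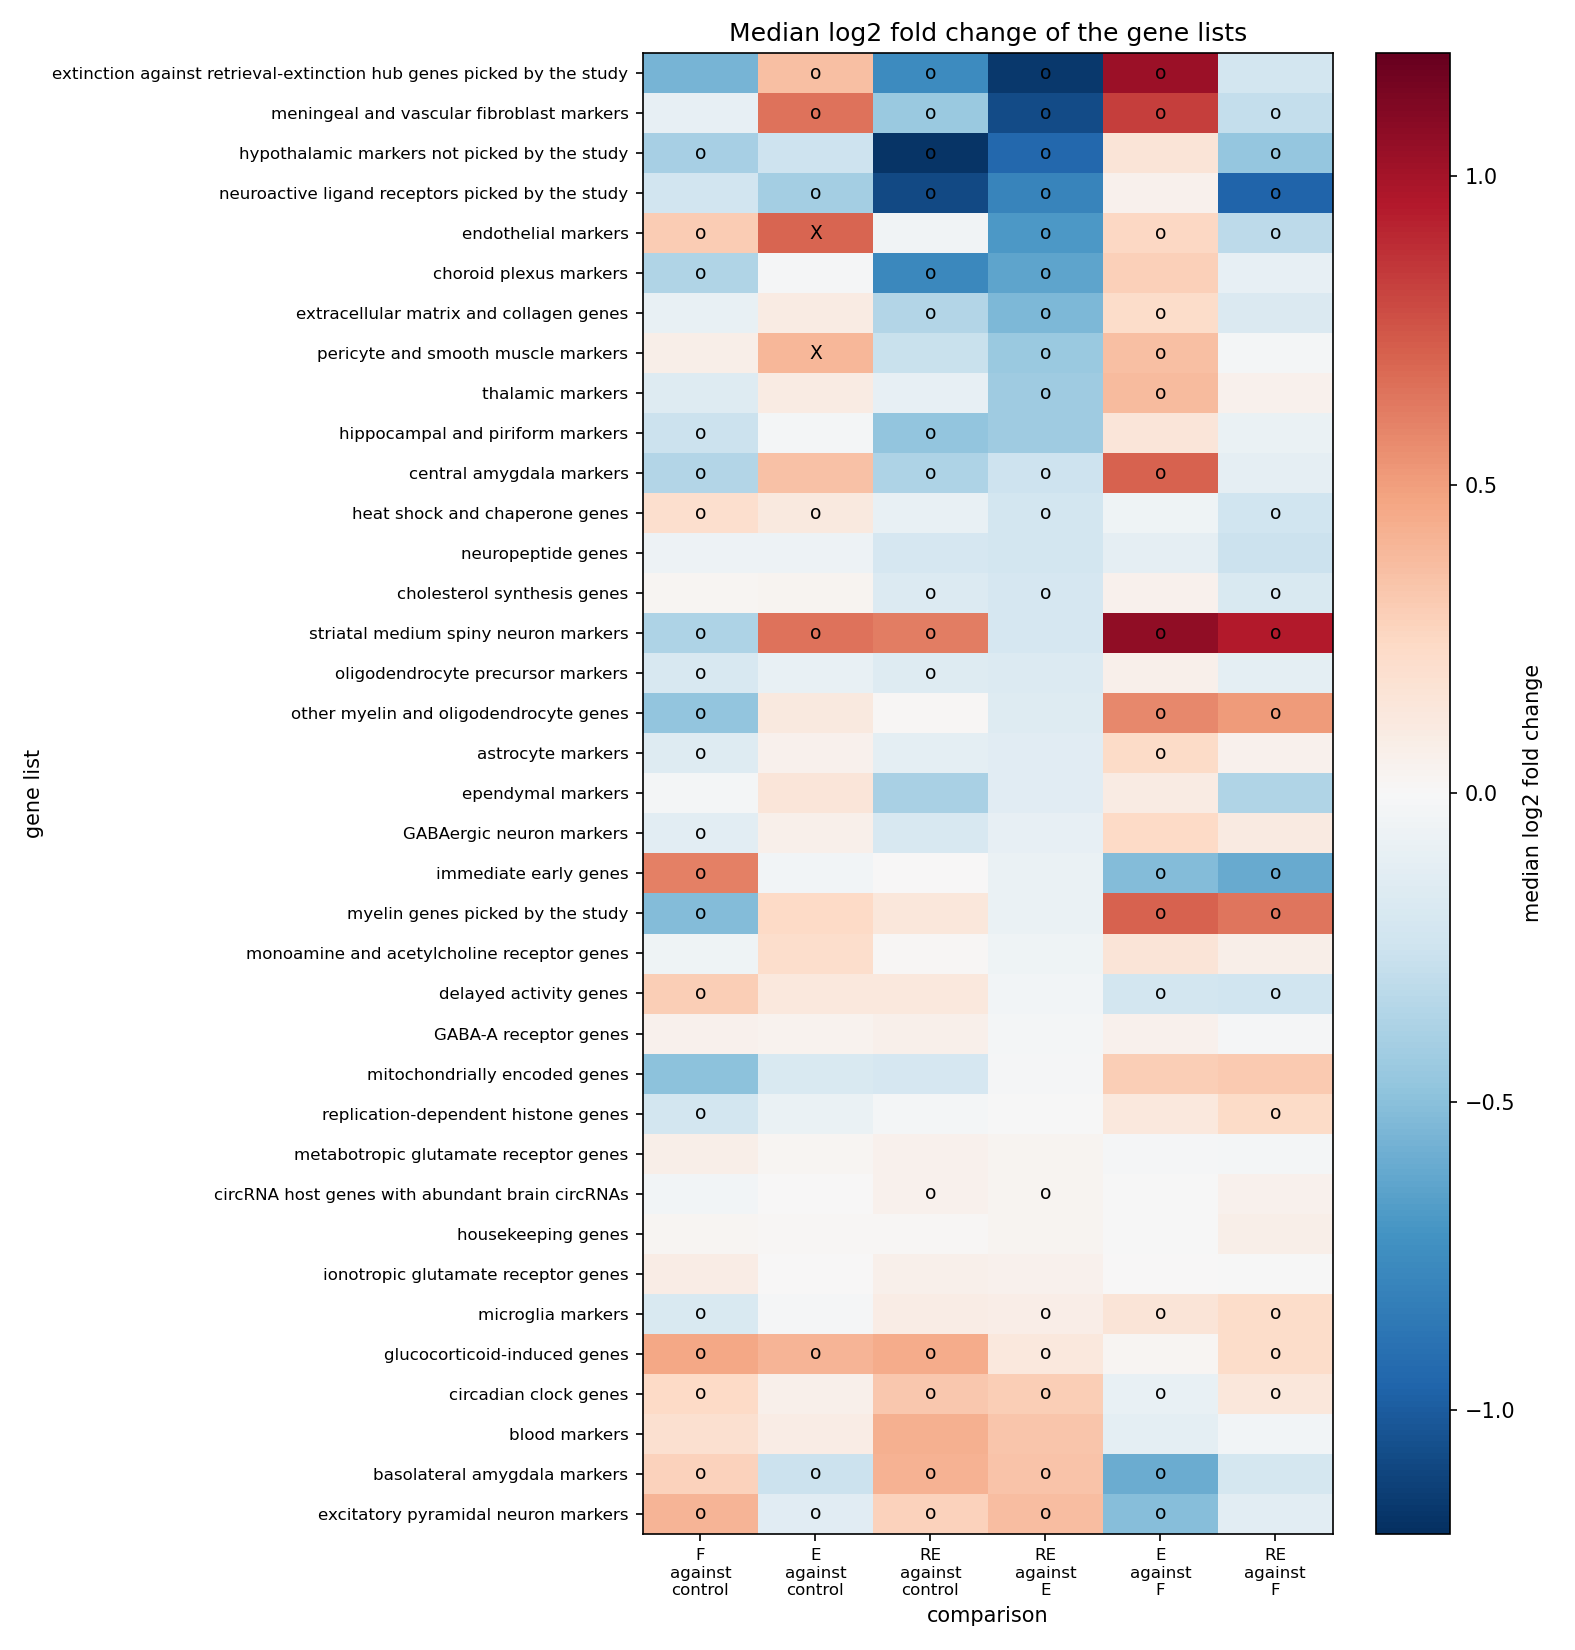
Median log2 fold change of each gene list tested (vertical axis) in the 6 comparisons (horizontal axis), on a colour scale from -1.2 to 1.2, where o marks an adjusted p under 0.05 with a preset correlation and X one that was under 0.05 with an estimated correlation too. X stands at the endothelial and pericyte lists in E against control alone.

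Extinction against fear conditioning compares the mice trained to unlearn the cue with those sampled after learning it. Of the mRNAs, 6 were higher and 5 lower in E. Lhx8 (ENSMUSG00000096225, chromosome 3, 154306288 to 154330560) was at 6.38 ± 0.672 FPKM (SD, n = 3) in E and 0.876 ± 0.545 in F (2.95 ± 0.45 SE, adjusted p = 0.0469), and Gad2 (ENSMUSG00000026787, chromosome 2, 22622205 to 22693874) at 78.4 ± 5.70 and 46.5 ± 1.86 (0.75 ± 0.10, adjusted p = 0.0373). Neurod2 (ENSMUSG00000038255, chromosome 11, 98325415 to 98329648) fell from 15.6 ± 1.85 to 8.26 ± 0.720 FPKM (-0.91 ± 0.14, adjusted p = 0.0469), Sstr2, a somatostatin receptor, from 12.4 ± 0.920 to 6.23 ± 0.472 (-0.98 ± 0.13, adjusted p = 0.0373), and Nptx1, a pentraxin of excitatory synapses, from 68.9 ± 2.74 to 44.3 ± 5.21 (-0.64 ± 0.10, adjusted p = 0.0469). Sncg (1.70), the uncharacterised gene E130309F12Rik (0.86), Klhl13, an adaptor of ubiquitin ligases (0.71), Galnt9, a glycosyltransferase (-0.97) and Car4, a carbonic anhydrase (-0.73) passed too, as did Prl, which was listed at 0 in all 3 F libraries.

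Myelin genes of the general list were higher in 36 of 39 members (median 0.57, adjusted p = 5.68e-17, adjusted p = 0.202 with an estimated correlation), 21 of them adjusted over the list alone, and Apod, a lipid-carrying protein of oligodendrocytes, was at 99.9 ± 14.8 FPKM in E and 54.9 ± 3.02 in F. All 9 myelin genes picked by the study were higher (0.71, adjusted p = 5.09e-08, adjusted p = 0.237 with an estimated correlation), which is not independent evidence. Immediate early genes were lower in 34 of 38 (-0.52, adjusted p = 7.92e-14, adjusted p = 0.189 with an estimated correlation), with Arc at 23.2 ± 6.56 FPKM in E and 53.5 ± 5.00 in F. Pyramidal neuron markers were lower in 15 of 16 (-0.51, adjusted p = 1.99e-13, adjusted p = 0.107 with an estimated correlation), with Neurod2 and Nptx1 past the test, and basolateral amygdala markers in 13 of 15 (-0.59, adjusted p = 5.67e-08, adjusted p = 0.108 with an estimated correlation), including Cck, a neuropeptide of interneurons and principal cells, at 89.8 ± 34.0 and 197 ± 27.5 FPKM. Central amygdala markers were higher in 14 of 19 (0.71, adjusted p = 0.00205, adjusted p = 0.107 with an estimated correlation). All 22 striatal markers were higher (1.06, adjusted p = 6.67e-09, adjusted p = 0.416 with an estimated correlation), a list that was lower in the 4 libraries that stood apart. The 11 genes became 0 without E 1, E 2, F 1 or F 3, 1 without F 2 and 34 without E 3, while edgeR on recovered fragments called 90 including all 11, and limma in the 8 libraries alone called 0. The balance of 6 higher and 5 lower became 10 and 23 with the median shift, 10 and 19 with quantile normalization and 10 and 24 without E 3. Of the tested mRNAs, 1459 had an unadjusted p under 0.05 and 18.9% had groups that did not overlap, where chance gives 10%, and at the study's thresholds 135 were higher and 67 lower (97 and 95 with quantile normalization).

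Of the other lists called in E against F, meningeal markers were higher in 22 of 24 members (median 0.83, adjusted p = 3.63e-06, adjusted p = 0.435 with an estimated correlation), and this list was lower in the 4 libraries that stood apart. Astrocyte markers were higher in 20 of 21 (0.23, adjusted p = 0.000966, adjusted p = 0.435 with an estimated correlation) and pericyte markers in 12 of 14 (0.36, adjusted p = 0.000283, adjusted p = 0.107 with an estimated correlation). Endothelial markers were higher in 19 of 22 (0.25, adjusted p = 0.00407, adjusted p = 0.349 with an estimated correlation). This call was lost without E 2 (0.16, adjusted p = 0.137) and in the 8 libraries alone (0.14, adjusted p = 0.249). Microglia markers were higher in 19 of 22 (0.16, adjusted p = 0.00772, adjusted p = 0.349 with an estimated correlation). The call was lost without E 2 (0.11, adjusted p = 0.0984) or F 3 (0.12, adjusted p = 0.0975) and in the 8 libraries alone (0.085, adjusted p = 0.0762). Thalamic markers were higher in 14 of 19 (0.38, adjusted p = 0.0158, adjusted p = 0.139 with an estimated correlation). This call ended without E 1 (0.23, adjusted p = 0.0689). Extracellular matrix genes were higher in 16 of 24 (0.22, adjusted p = 0.0339, adjusted p = 0.51 with an estimated correlation). That call ended without E 3 (0.12, adjusted p = 0.126) or F 3 (0.13, adjusted p = 0.4) and with replicate number as a block (0.22, adjusted p = 0.0586). Delayed activity genes were lower in 17 of 25 (-0.22, adjusted p = 0.00301, adjusted p = 0.189 with an estimated correlation), as were circadian clock genes in 13 of 17 (-0.093, adjusted p = 0.00362, adjusted p = 0.349 with an estimated correlation). The clock gene call was lost without F 3 (-0.054, adjusted p = 0.117). The hub genes picked by the study, not independent evidence, were higher in 9 of 10 (1.03, adjusted p = 5.19e-05, adjusted p = 0.211 with an estimated correlation). In all, 17 of the 37 lists were called.

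Retrieval-extinction was set against fear conditioning last, and immediate early genes were lower in RE in 34 of 38 members (median -0.61, adjusted p = 4.82e-16), the general myelin list higher in 37 of 39 (0.51, adjusted p = 6.41e-20) and the myelin genes picked by the study in 9 of 9 (0.64, adjusted p = 8.71e-10), each with an adjusted p of 0.238 with an estimated correlation. Nr4a3, an orphan nuclear receptor induced by activity, was at 6.22 ± 0.517 FPKM (SD, n = 3) in RE and 14 ± 3.71 in F (-1.13 ± 0.20 SE, adjusted p = 0.418), Nptx2, an activity-regulated pentraxin, at 14 ± 3.85 and 28.7 ± 0.939 (-1.07 ± 0.19, adjusted p = 0.418), and Fos at 9.95 ± 5.41 and 26.8 ± 8.39 (-1.56 ± 0.40, adjusted p = 0.635). Adjusted over the list alone, 16 immediate early genes were lower and 1 gene of the general myelin list and 6 of those picked by the study higher, the last not as independent evidence. Endothelial markers were lower in 20 of 22 (-0.31, adjusted p = 1.67e-07), heat shock genes in 18 of 20 (-0.24, adjusted p = 2.2e-07) and microglia markers higher in 20 of 22 (0.22, adjusted p = 9.18e-08), also with an adjusted p of 0.238 with an estimated correlation. With limma, 0 mRNAs passed the adjusted test and 950 had an unadjusted p under 0.05, and edgeR on recovered fragments called 0. Of the mRNAs, 52 were higher and 58 lower at the study's thresholds. Groups did not overlap for 11.2% of the tested mRNAs, where chance gives 10%. Without F 2 or RE 4, 1 mRNA passed, and without RE 3, 3 did.

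Of the other lists called in RE against F, delayed activity genes were lower in 19 of 25 members (median -0.24, adjusted p = 0.00256, adjusted p = 0.238 with an estimated correlation). Glucocorticoid-induced genes were higher in 16 of 22 (0.22, adjusted p = 0.00228, adjusted p = 0.427 with an estimated correlation) and histone genes in 12 of 15 (0.23, adjusted p = 0.00295, adjusted p = 0.417 with an estimated correlation). All 22 striatal markers were higher (0.96, adjusted p = 1.26e-09, adjusted p = 0.517 with an estimated correlation). All 11 neuroactive receptors picked by the study, not independent evidence, were lower (-0.96, adjusted p = 0.000133, adjusted p = 0.547 with an estimated correlation). Hypothalamic markers were lower in 16 of 17 (-0.47, adjusted p = 0.00104, adjusted p = 0.632 with an estimated correlation). The call was lost without F 1 (-0.20, adjusted p = 0.105). Cholesterol synthesis genes were lower in 18 of 20 (-0.19, adjusted p = 0.00494, adjusted p = 0.637 with an estimated correlation). This call ended without F 1 (-0.07, adjusted p = 0.169) or RE 3 (-0.066, adjusted p = 0.564). Circadian clock genes were higher in 12 of 17 (0.14, adjusted p = 0.00948, adjusted p = 0.517 with an estimated correlation). That call ended without F 1 (0.11, adjusted p = 0.0998) or RE 5 (0.069, adjusted p = 0.0831). Meningeal markers were lower in 20 of 24 (-0.28, adjusted p = 0.0386, adjusted p = 0.658 with an estimated correlation). This call was lost without F 1 (-0.11, adjusted p = 0.402), F 2 (-0.19, adjusted p = 0.194), RE 3 (-0.053, adjusted p = 0.512) or RE 4 (-0.37, adjusted p = 0.122), with library kind as a term (-0.28, adjusted p = 0.101) and in the 8 libraries alone (-0.13, adjusted p = 0.49). In the 4 libraries that stood apart striatal, meningeal and study-picked myelin lists were lower and hypothalamic, receptor and cholesterol lists higher. In all, 15 of the 37 lists were called.

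Among lncRNAs, which do not code for protein, 5 transcripts fell in RE against E, 4 of them from 1 stretch of chromosome 16. AK081909 (72158947 to 72160238) was at 2.27 ± 0.743 FPKM (SD, n = 3) in RE and 8.30 ± 1.02 in E (-1.87 ± 0.23 SE, adjusted p = 0.0399), and AK138478 (72164712 to 72167451) at 1.45 ± 0.245 and 6.52 ± 0.697 (-2.10 ± 0.27, adjusted p = 0.0399). AK045858 (72191918 to 72194396) was at 1.01 ± 0.232 and 4.09 ± 0.661 (-1.93 ± 0.27, adjusted p = 0.0418), and AK136771 (72268598 to 72271410) at 1.30 ± 0.317 and 4.62 ± 0.357 (-1.77 ± 0.23, adjusted p = 0.0399). The last was AK140030 (-1.42, adjusted p = 0.0418), named after its values were seen because it lies outside the rule for named transcripts. The 4 neighbours share a strand and are not counted as independent. Against control AK138478 was lower in RE as well (-1.66, adjusted p = 0.184), and in E against F it was higher (1.67, adjusted p = 0.123). Neat1, the scaffold of nuclear paraspeckles, was at 23.5 ± 5.00 FPKM in E and 11.1 ± 0.913 in F (1.06 ± 0.17, adjusted p = 0.123). The 148 transcripts of named lncRNAs had medians between -0.10 and 0.09 in the 6 comparisons, and 0 passed.

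In the other 5 lncRNA comparisons limma called 0 transcripts, with 389 (F against control), 416 (E against control), 583 (RE against control), 620 (E against F) and 457 (RE against F) at an unadjusted p under 0.05, and edgeR on recovered fragments called 0 in each. In RE against E it called 4 of the 5. At the study's thresholds 113 transcripts were higher and 144 lower in F against control, 155 and 145 in E against control, 199 and 199 in RE against control, 212 and 252 in RE against E, 248 and 169 in E against F, and 179 and 146 in RE against F. With the median shift these were 104 and 154, 112 and 177, 173 and 222, 239 and 215, 195 and 208, and 163 and 149, so the balance of directions depended on scaling. The count in RE against E was 2 without E 1, 11 without E 2, 0 without E 3, 7 without RE 3, 9 without RE 4 and 2 without RE 5, and of the 5 transcripts 0, 1, 0, 1, 4 and 0 were among them. In F against control it was 5 without control 3 and 2 without F 1. In E against control it was 5 without control 3, 1 without E 1 and 6 without E 2. In RE against control it was 5 without control 3, 4 without RE 3, 3 without RE 4 and 7 without RE 5. In E against F it was 2 without E 1, 8 without E 2 and 1 without F 2, and in RE against F 2 without F 1, 1 without RE 3, 1 without RE 4 and 3 without RE 5.

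Cdr1as (mmu_circ_0001878, chromosome X, 61183248 to 61186174), a loop with many binding sites for miR-7, was singled out after its values were seen. It held 6.69% (exact 95% interval 6.3 to 7.1), 6.32% (5.98 to 6.66) and 5.73% (5.35 to 6.11) of all junction reads in the RE libraries and 3.63% (3.39 to 3.88), 3.25% (2.99 to 3.53) and 3.51% (3.21 to 3.84) in control. E libraries held 3.32, 4.28 and 4.13% and F libraries 3.38, 4.54 and 5.94%. These intervals cover counting error only. The log2 fold change was 0.85 ± 0.21 (SE, n = 3) in RE against control, with an adjusted p of 0.17, which ran from 1.43e-06 to 0.998 over the alternatives, and 0.81 ± 0.21 (adjusted p = 0.39) in RE against E. Library sizes taken from all junction reads gave an adjusted p of 0.0415 and 0.032 in these comparisons.

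**Figure D4:**
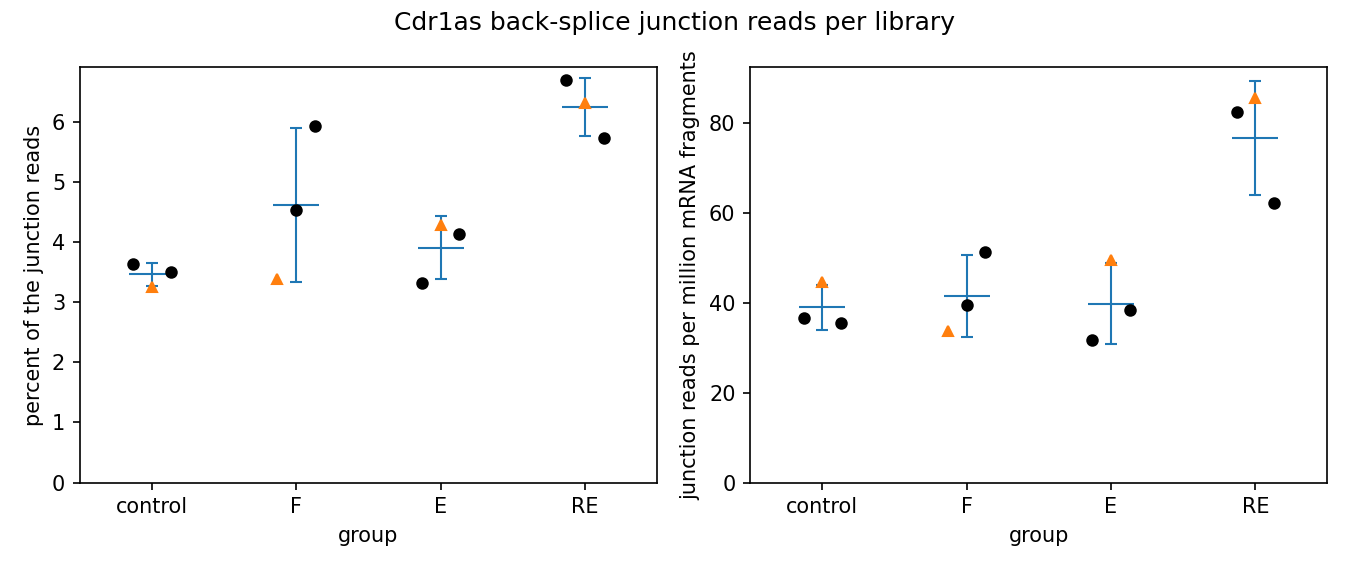
Junction reads of Cdr1as as a share (%) of all junction reads and per 1000000 mRNA fragments in the 12 libraries by group, with black circles for 8 libraries, orange triangles for control 2, E 2, F 1 and RE 4, and blue bars for mean and SD (n = 3). The 3 RE libraries lay above the 3 control libraries on both scales, between 62.3 and 85.6 against 35.6 to 44.7 reads per 1000000 mRNA fragments.

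With edgeR and library sizes from the tested circRNAs, 0 circRNAs passed in each comparison. Other settings of edgeR called 1 in RE against control (RLE factors, no filter, a minimum of 30 reads, library kind as a term and library sizes from all junction reads) and 1 in RE against E (no filter and library sizes from all junction reads). The counts of 0 stood beside 136 (F against control), 154 (E against control), 121 (RE against control), 165 (RE against E), 154 (E against F) and 159 (RE against F) circRNAs with an unadjusted p under 0.05, and DESeq2 called 1 in RE against control and 0 in the others. At the study's thresholds 44 were higher and 89 lower in F against control, 40 and 112 in E against control, 37 and 78 in RE against control, 110 and 49 in RE against E, 66 and 88 in E against F, and 91 and 65 in RE against F. This balance of directions depended on the setting, with 50 and 75 in F against control and 61 and 83 in E against control for RLE factors, 20 and 21 and 26 and 20 for DESeq2, and 20 and 20 and 24 and 21 for a minimum of 30 reads. Homer1, the host of a circRNA of excitatory synapses (chromosome 13, 93341756 to 93356079), had 56.0 ± 17.8 junction reads in RE and 22.7 ± 5.51 in E (1.04 ± 0.35, adjusted p = 0.963). Circles from Mpzl1, a cell-surface glycoprotein gene, were lower in F than in control (-3.28 ± 0.93, adjusted p = 0.427), and circles from Ksr2, a kinase scaffold gene, lower in E than in control at 2.00 ± 2.00 and 12.3 ± 4.73 reads (-2.15 ± 0.73, adjusted p = 0.942). Circles from Axin2, a Wnt pathway gene, had 6.67 ± 2.52 reads in RE and 23 ± 15.1 in control (-1.66 ± 0.50, adjusted p = 0.783). In simulated data for RE against E, 0 of the circRNAs changed by 1.5-fold or 2-fold and 7.6% of those changed by 4-fold were recovered. The 147 circRNAs of 33 listed host genes had medians between -0.31 and 0.14 in the 6 comparisons.

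Comparisons against control share its libraries, so their overlaps were set beside simulated groups without any effect. At the study's thresholds, F and E shared 10 higher and 3 lower mRNAs. Simulated means were 7.59 and 7.38 (95% ranges up to 54 and 53), and independent lists give 0.22 and 0.05. For E and RE these were 14 and 1, 6.59 and 6.49 (up to 44 and 49), and 0.36 and 0.13. For lncRNAs F and E shared 28 and 26 (43.2 and 42.7 simulated) and E and RE 25 and 34 (41.3 and 40.3). For circRNAs these were 11 and 17 (15.7 and 9.85) and 8 and 14 (17 and 7.98). Independent lists of these sizes would share at most 3.28. The covariance of mRNA fold changes, 0.0244 for F and E and 0.0359 for E and RE, lay below the simulated means of 0.0421 and 0.0406 and within the simulated 95% ranges (-0.0195 to 0.144 and -0.0191 to 0.129). For lncRNA they were 0.279 and 0.291 (-0.0809 to 1.08 and -0.0992 to 1.04). For circRNA, 0.67 and 0.632 lay below 95% ranges (0.724 to 0.897 and 0.721 to 0.892) that are too narrow if circRNAs covary. The mRNA and lncRNA ranges are too wide to decide. With 3 control libraries shared effects could not be split from shared controls, which may add to any overlap. At an adjusted p under 0.05, 0 features were shared.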

Values the study reported

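Between the F and control groups the study reported 151 changed mRNAs (70 higher and 81 lower), 21 higher and 50 lower lncRNAs and 232 changed circRNAs (76 higher and 156 lower). Between the E and control groups it reported 130 mRNAs (76 higher and 54 lower), 27 higher and 18 lower lncRNAs and 243 circRNAs (70 higher and 173 lower). Changed in both of these comparisons were 7 lncRNAs, 33 mRNAs and 46 circRNAs. Between the E and RE groups it reported 295 mRNAs (79 higher and 216 lower), 43 higher and 65 lower lncRNAs and 256 circRNAs (159 higher and 97 lower).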

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

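Chosen only after the result was seen were the tests for a single shallow library, for sequencing depth, for GC content and transcript length as the whole cause, for Cdr1as within library kinds, and the counts of changed features over other splits of 6 libraries, while those on gene lists and on any difference among groups were not.

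Of the 83 mRNAs that passed in RE against E, 65 had differences from control of opposite sign in E and RE, 48 of them higher in E and lower in RE and 17 the reverse. The test between E and RE selected these genes, which favours genes that lie on both sides of control. Against control 0 mRNAs passed in E and 9 in RE, so for nearly all of the 65 neither side passed the adjusted test on its own, and the count of opposite signs was not tested.

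Gh and Prl were highest in the 3 E libraries. A source in 1 shallow library, E 1, is argued against, since Gh was also at 10.9 FPKM in E 2, the deepest E library, and 4.53 in E 3, above every library of the other groups in 3 of 3. Pituitary tissue or RNA carried into the E samples would raise the other pituitary genes too. Over the 10 with any value the median log2 difference between E and the other 9 libraries was 0.36, between the bounds set for either outcome, and 4 were highest in E (Ghrhr, Fshb, Tshb and Cga), all near the floor. Carry-over and transcription in the amygdala itself cannot be told apart on these values, and the training of the E group remains an untested explanation.

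Control 2, E 2, F 1 and RE 4 stood apart from the other 8 libraries. Depth stays open. By mRNA fragments E 2, F 1 and RE 4 were the deepest of their groups (3 of the 4) and control 2 the shallowest. GC content and transcript length explained 0.049 of the variance of the difference over genes (bootstrap interval 0.039 to 0.061), which leaves a small part open, but as the whole cause they are argued against, since 70.1% of 2987 genes still passed after a fit on both was removed from each library and the 4 stayed at 1 end of the first component (a condition that replaced an earlier one on the widest gap, which already failed before the fit). Reads of the opposite strand remain open. Weakly expressed genes covered by a gene of the other strand were higher in the 4 than other weak genes. The difference was 0.116 (interval 0.033 to 0.247, 144 and 3437 genes) with at least 200 covered bases and 0.06 with any. Cdr1, opposite Cdr1as, was found in the 4 alone. No biological explanation was tested.

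Cdr1as held more junction reads in RE than in control, and a lower yield of other circRNAs is argued against, since per 1000000 mRNA fragments the lowest RE library was 1.39 times the highest control library. More neuronal circRNAs in general stay open, as TMM removes a shared rise. The other 147 listed had a median change of -0.07 (quartiles -0.74 and 0.41), -0.08 of that of Cdr1as. Library kind is argued against, since each group held 1 of the 4 libraries and RE lay above control and E within both kinds by at least 1.6 percentage points, with a change from control of 0.73 (adjusted p = 0.998) in the 8 libraries alone. Sampling after control was shared by E, where Cdr1as differed from control by 0.041 ± 0.21 (SE), beside 0.81 ± 0.21 in RE against E. Timing stays open, as a reminder came first in RE. The retrieval-extinction schedule remains open and untested, with an adjusted p of 0.17 that depends on the definition of library size.

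Splits of the 12 libraries into other groups of 3 tested whether the grouping mattered at all. For mRNA 41 genes differed among the 4 groups, 2 of 100 splits gave as many (the real one included, highest other 57), and chance can be excluded at 0.05. For circRNA the count was 1, with 52 of 100 and a highest other of 16, so chance cannot be excluded. For lncRNA it was 0, a count that every split reaches (100 of 100, highest other 59), so the splits say nothing about it. Whether the splits that call several times the real count follow a structure of the libraries was not tested. For each pair of groups, 10 splits are too few for a share under 0.05. The real count and the highest of the other splits were 0 and 2 (F against control), 0 and 0 (E against control), 9 and 0 (RE against control), 83 and 0 (RE against E), 11 and 1 (E against F) and 0 and 0 (RE against F) for mRNA, 0 and 5, 0 and 4, 0 and 4, 5 and 5, 0 and 6, and 0 and 5 in the same order for lncRNA, and 0 and 4, 0 and 1, and 4 times 0 and 0 for circRNA. For gene lists they were 20 and 16, 10 and 13, 16 and 17, 18 and 16, 17 and 18, and 15 and 14. The splits as large as the real one numbered 10, 10, 1, 1, 1 and 10 for mRNA, 10, 10, 10, 2, 10 and 10 for lncRNA, 10 in each case for circRNA and 1, 5, 2, 1, 2 and 1 for lists.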

How the results depend on the processing

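Chosen after the data were seen were the term for library kind, the 8 libraries alone, edgeR on recovered fragments, the 200 nt minimum, library sizes from all junction reads and the newer quasi-likelihood fit. Over all settings, 267 counts of changed features stayed within 1.5 times the reported value and 118 moved. Gene list results kept direction and side of the threshold in 909 cases, lost the call in 189 and reversed in 5, and named features did so in 1991 cases, lost the call in 268, gained it in 46 and reversed in 17. A pseudocount was not run for circRNA, whose values are counts. The cause was not tested for any of the values below, except that leaving out a library leaves 2 in its group.

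For mRNA, a pseudocount of 1 gave 17 genes in RE against control and 17 in E against F. No filter gave 2 in E against control, 2 in RE against control, 14 in RE against E and 3 in E against F. The median shift gave 1, 18 and 33 in E against control, RE against control and E against F, and quantile normalization 1, 17 and 29 in these and 53 in RE against E. Fits of 2 groups alone gave 11 in RE against E and 4 in E against F, and robust empirical Bayes 2 in E against control. Library kind as a term gave 2 in E against control, 167 in RE against control, 208 in RE against E and 129 in E against F. The 8 libraries alone gave 3 in RE against control, 27 in RE against E, 0 in E against F and 1 in RE against F. With edgeR on recovered fragments the counts were 1 (F against control), 5 (E against control), 119 (RE against control), 173 (RE against E) and 90 (E against F). Replicate numbers share only a number and do not pair the mice. As a block they gave 0 mRNAs in E against F and 1 lncRNA each in E against control and E against F.

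For lncRNA, a pseudocount of 1 gave 8 in RE against E. No filter gave 7, 11, 8, 19, 12 and 3 in F against control, E against control, RE against control, RE against E, E against F and RE against F, and the 8 libraries alone 13, 30, 18, 25, 16 and 7 in that order. A minimum of 1 FPKM gave 1 in RE against control, 8 in RE against E and 7 in E against F. Fits of 2 groups alone gave 1, 1, 2, 0 and 2 in the first 5 of these comparisons, and library kind as a term 10 in RE against E. For circRNA, RLE factors, DESeq2, no filter, a minimum of 30 reads, library kind as a term and library sizes from all junction reads each gave 1 in RE against control, and no filter and library sizes from all junction reads 1 in RE against E.

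With each library left out in turn, mRNA counts ran from 0 to 1 (F against control), 0 to 2 (E against control), 1 to 10 (RE against control), 1 to 69 (RE against E), 0 to 34 (E against F) and 0 to 3 (RE against F), and lncRNA counts from 0 to 5, 0 to 6, 0 to 7, 0 to 11, 0 to 8 and 0 to 3. Striatal markers ran from -0.96 to 0.13 in F against control, 0.02 to 1.18 in E against control and -0.063 to 1.12 in RE against control. Oxt ran from -1.71 to 1.36 and Avp from -0.38 to 2.14 in F against control. In RE against E, Ermn ran from -0.40 to 0.12, Mal from -0.36 to 0.20, Mag from -0.33 to 0.10, Cldn11 from -0.29 to 0.18, Mbp from -0.27 to 0.44 and Mog from -0.46 to 0.10. In the 8 libraries alone the neuroactive receptors reversed to 0.36 and striatal markers to -0.041 in E against control, and with the median shift Cldn11 reversed to 0.02 in RE against E.

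With an estimated correlation, 0 lists were called in F against control, 2 in E against control and 0 in the other 4 comparisons. Differences among all 4 groups numbered 152 mRNAs with library kind as a term, and 3 lncRNAs with the median shift and 2 with library kind. At an adjusted p under 0.05 all 6 overlaps between comparisons held 0 features.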

Other observations

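The list calls and gene values given here were read after the results were seen, and no further test was added for them. Between RE and E the monoamine, glutamate, GABA and neuropeptide lists below were not called, although single members passed. Of 27 monoamine and acetylcholine receptor genes, Drd3 (-3.07 ± 0.57 SE, adjusted p = 0.0413) and Htr4, a serotonin receptor coupled to cyclic AMP (-1.48 ± 0.25, adjusted p = 0.0361), fell, at 0.904 ± 0.215 and 2.67 ± 0.371 FPKM (SD, n = 3) for Htr4 in RE and E. The list had a median of -0.05, a mean of -0.21 and a test in the other direction (adjusted p = 0.938). Gad2, lower in RE, was the 1 of 18 GABAergic neuron markers past the test (list median -0.10, adjusted p = 0.46). Ionotropic (median 0.05, mean -0.04, adjusted p = 0.128) and metabotropic glutamate receptor genes (0.03, adjusted p = 0.295), GABA-A receptor genes (-0.02 with a test in the other direction, adjusted p = 0.693) and neuropeptide genes (-0.22, adjusted p = 0.775) held 0 members past the test. Tcf7l2, a Wnt effector of thalamic neurons, fell (-1.03 ± 0.19, adjusted p = 0.0398), as did Hspb1, a small heat shock protein of vessel walls and glia (-1.74 ± 0.30, adjusted p = 0.0361). Hippocampal and piriform markers were not called (-0.42, adjusted p = 0.0672), with Dkk3, a secreted Wnt modulator, higher and Nts lower.

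The lists below were not called between RE and E. Medians were -0.14 for astrocyte (adjusted p = 0.108), -0.16 for oligodendrocyte precursor (adjusted p = 0.128), -0.13 for ependymal (adjusted p = 0.251), 0.33 for blood (adjusted p = 0.0937) and -0.20 for striatal markers (adjusted p = 0.59), the last a list that was lower in the 4 libraries that stood apart. Housekeeping genes (0.04, adjusted p = 0.548), delayed activity genes (-0.03 with a test in the other direction, adjusted p = 0.938) and histone genes (median -0.003, mean 0.18, adjusted p = 0.172) were not called. Mitochondrially encoded genes had a median of -0.02, a mean of -0.49 and a test in the other direction (adjusted p = 0.632). Among them mt-Co1, a subunit of cytochrome oxidase, was at 9.76 FPKM or less in control 3, E 1, RE 3 and RE 5 and at 3181 or more in the other 8 libraries.

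The linear transcript of Cdr1, the locus opposite Cdr1as, was listed above 0 in control 2 (0.84 FPKM), E 2 (20.3 FPKM), F 1 (23.1 FPKM) and RE 4 (9.1 FPKM) and at 0 in the other 8 libraries. Ttr, the main secreted protein of choroid plexus, stood at 230 FPKM in control 2 and between 2.84 and 55.0 FPKM in the other 11 libraries.

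At the study's thresholds 49 mRNAs were higher and 49 lower in F against control. In E against control they numbered 61 and 15, and in RE against E 77 and 185. Each total is lower than the value quoted from the study above. For mRNA and lncRNA only the cutoffs are the study's. The study names cuffdiff for fold changes and p-values and edgeR for lists, whereas limma was used here. The effect of the unlike tests was not tested. Without a filter the mRNA counts were 80 and 89, 131 and 55, and 147 and 310 in these 3 comparisons. These totals are higher than the study's, so the direction depended on the filter. For lncRNAs 113 were higher and 144 lower in F against control, 155 and 145 in E against control, and 212 and 252 in RE against E. Each total is higher than the value quoted from the study above. With a minimum of 1 FPKM they were 33 and 21, 21 and 19, and 33 and 56. These totals are lower than the study's. With a pseudocount of 1 they were 19 and 15, 23 and 24, and 29 and 40. The first and last of these totals are lower, and the second higher, than the study's. For circRNAs 44 were higher and 89 lower in F against control, 40 and 112 in E against control, and 110 and 49 in RE against E. Each total is lower than the value quoted from the study above. Features changed the same way in F and E against control numbered 13 mRNAs, 54 lncRNAs and 28 circRNAs, beside 1, 1 and 0 changed in opposite directions. With or without these, the mRNA and circRNA values are lower, and the lncRNA value higher, than those quoted from the study above, which count both.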
